A study of Escherichia coli BW25113 with 4 samples. Its data were reported in "Multi-omic data integration enables discovery of hidden biological regularities" (2016).

How the data were processed

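RNA sequencing was performed on total RNA of Escherichia coli K-12 grown to mid-log phase in M9 minimal medium with glucose and 10 mM of one amino acid. The 4 libraries comprised 2 biological replicates with glycine and 2 with L-threonine. Per the labels, cells were stabilised with an RNA protection reagent, RNA was column-purified with a step that removes genomic DNA, and libraries followed Illumina's standard procedure. The labels gave the organism as BW25113 and the strain as MG1655. BW25113 is an MG1655 relative that carries deletions of the arabinose and rhamnose utilisation genes and of part of lacZ.

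The authors deposited 1 table for the series, with 1 FPKM value (fragments normalised for gene length and library size) per gene and library. The authors named Cufflinks for differential expression, and the header of the table is that of a Cufflinks output. The aligner, the tool versions, the genome build, the annotation and the scaling between libraries were not found for this table in the labels, the file header or the text of the paper used here. Replicates were not pooled. The 2 remaining columns of the table carry the name of a sample other than the 4 analysed here and entered no step. The table listed 4379 genes. Of their identifiers, 4299 were matched to a gene symbol through a list of RefSeq genes of assembly ASM584v2 (strain MG1655) and 80 were not. Because no build was named, that list served for names, gene order along the chromosome and gene lengths, and no coordinate is given. Its gene lengths were checked against the table with the whole-fragment fit described next.

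FPKM values hold no counts, but a gene's value in a library should be a whole multiple of what 1 fragment is worth. For each library, the step and a length offset were fitted to the 150 lowest non-zero values of genes longer than 800 bases, such that the value times the length minus the offset gave whole numbers. The mean distance to a whole number was 0.00874, 0.0083, 0.0181 and 0.0131 for glycine 1, glycine 2, threonine 1 and threonine 2. The implied totals were 8590000, 8644000, 9207000 and 11335000 fragments. They equal the mapped fragments only if Cufflinks did not rescale the libraries. The offsets were 211, 217, 226 and 227 bases, and genes shorter than this have an effective length near 0 and no dependable FPKM. For a gene of 1000 bases, 3 fragments correspond to 0.443, 0.443, 0.421 and 0.342 FPKM in the same order. The median gene longer than 300 bases had 224, 224, 254 and 296 fragments. Fragment numbers given below for genes longer than 300 bases come from this fit. They were not used in any test, and limits drawn from them cover counting error only. On 4 simulated libraries of 4186 genes, the fit recovered the totals within 0.00614%.

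Values were analysed as log2(FPKM + 1), without further scaling, for the 4223 genes with a mean of at least 1 FPKM over the 4 libraries. Threonine was compared with glycine with limma (version 3.58.1 in R 4.3.3; lmFit and eBayes without a trend, two-sided, Benjamini-Hochberg adjustment). A gene with an adjusted p under 0.05 is referred to as called. The differences are threonine minus glycine on the log2(FPKM + 1) scale, which understates the change of genes with low values. The study called genes with Cufflinks at the same threshold. Cufflinks needs the reads, so limma took its place. Genes at least 2-fold apart with no overlap between the groups were also counted, without a model. The 14 gene lists were tested against all other genes with limma's camera function at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. The function fry and camera with an estimated correlation served as alternatives.

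In simulated values for 4223 genes with 200 changed, 69.5% of the changed genes were called and 6.71% of the calls were wrong. Recovery was 78% at a log2 change of 2 and 61% at a change of 1, with changes in both directions and independent noise. The data hold many more differences, mostly higher with threonine at low values, so these rates do not describe the reported calls. With no changed gene, 0 genes were called.

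The groups, the tests, the gene lists and the choice of genes to name were fixed before the data were examined. The text names any list member and gives the values of every member of lists with 4 or fewer genes and of the called member with the largest absolute difference in longer lists. It also gives the 6 largest positive and the 6 largest negative differences among called genes with no overlap. The 7 genes of the strain check are araA, araB, araD, rhaA, rhaB, rhaD and lacZ. The gene ilvG had no matched symbol and was not analysed here.

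The alternatives set in advance were pseudocounts of 0.1 and 5, no filter, a filter at a mean of 10 FPKM, centring each library on its median, quantile normalization, eBayes with a trend, the replicate number as a block, and leaving out each library in turn. Leaving out a library left 1 library in a group, so these fits give differences and no test. The alternatives chosen after seeing the data were subtraction of a background, restriction to genes of at least 300 bases, and a crossed replicate block. The background of a library was the 5th percentile of its protein-coding genes of at least 500 bases. Added gene lists for anaerobic metabolism, aerobic respiration with the citrate cycle, zinc uptake, zinc export, general stress and nitrogen scarcity were also written after a first look at the data, from genes whose values had not been seen. List medians, of the 14 lists and of the added lists, were further compared with 10000 random lists matched on mean expression, and on mean expression and gene length, and for the added lists once more on mean expression after background subtraction. These comparisons were chosen after seeing the data and tested on simulated data. Random lists, fragment steps and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.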

Results

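The supplementation experiment asked which genes change when an amino acid is added to glucose minimal medium, as a test of model predictions of gene usage. Expression was measured by RNA sequencing in 4 libraries, 2 from cultures with 10 mM glycine and 2 from cultures with 10 mM L-threonine. Unsupplemented cultures were not analysed here, so every difference is between the 2 supplements and cannot be assigned to 1 of them. The implied depth was 8590000 and 8644000 fragments in the glycine libraries and 9207000 and 11335000 in the threonine libraries. The 10 genes with most fragments took between 22.2% and 24.9% of the fragments in genes longer than 300 bases.

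Replicates were closer to each other than to libraries of the other group. Across the 4223 genes tested, the Pearson correlation of log2(FPKM + 1) was 0.972 between the glycine replicates and 0.951 between the threonine replicates. It ranged from 0.875 to 0.895 between libraries of different groups. Genes are not independent replicates, so these correlations carry no p-value. The median absolute difference between replicates was 0.11 on the log2 scale with glycine and 0.18 with threonine, against 0.69 to 0.77 between groups. A pseudocount of 0.1 moved the correlations most, to 0.948 and 0.914.

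The labels named both BW25113 and MG1655, and the genes deleted in BW25113 were examined first. All 7 had non-zero values in all 4 libraries. The 6 arabinose and rhamnose genes ranged from 0.647 to 6.31 FPKM in glycine 1, from 1.75 to 6.12 in glycine 2, from 11.3 to 16.3 in threonine 1 and from 7.52 to 15.9 in threonine 2. The lowest of these values, rhaB (b3904) in glycine 1, corresponded to 7 fragments, above the floor of 3. The gene lacZ (b0344) read 2.56 and 3.77 FPKM with glycine and 13.5 and 9.41 FPKM with threonine, or 63, 93, 354 and 304 fragments. The libraries are named by their supplement in the text.

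Threonine and glycine libraries differed in 2532 of 4223 genes (60.0%), with 1546 genes higher and 986 lower with threonine (limma, adjusted p under 0.05). Thus 61.1% of the calls were higher with threonine. Of the calls, 1302 differed at least 2-fold, 956 of them higher and 346 lower. Without a model, 1468 genes were at least 2-fold apart with no overlap between the groups, 1097 higher and 371 lower. In 84.9% of the genes tested the groups did not overlap, against 33.3% by chance with 2 libraries per group. Splitting the libraries into first and second replicates gave 0 calls, with 7 genes at an unadjusted p under 0.05. The crossed split gave 1 call, with 19 genes at an unadjusted p under 0.05. In both splits each group joined a glycine and a threonine library. The difference between the supplements then widened the spread within groups, so few calls were to be expected. These splits therefore give no error rate for the 2532 calls. Background subtraction, an alternative chosen after seeing the data, moved the direction of the calls most, to 799 higher and 1184 lower. Quantile normalization gave 895 higher and 1029 lower.

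The direction of the calls depended on the expression level. Of 1011 genes with a mean under 10 FPKM, 657 were called higher and 6 lower with threonine, and their median difference was 1.39. Under quantile normalization that median was 0.05. From 10 to under 100 FPKM, 528 genes were called higher and 410 lower. From 100 to under 1000 FPKM, 304 were called higher and 468 lower, with a median difference of -0.17. At 1000 FPKM and over, 57 were called higher and 102 lower, with a median difference of -0.25. The 5th percentile of protein-coding genes of at least 500 bases was 0.968 and 1.23 FPKM with glycine and 7.45 and 4.92 FPKM with threonine. The median difference of all genes tested was 0.28, and quantile normalization moved it to -0.02. Differences of gene lists are therefore also given relative to the median of all genes. This does not correct for expression level. Genes under 10 FPKM raise the median of all genes, so the falls of lists of higher expression look larger relative to it. Random lists matched on expression had medians of -0.23, -0.14 and -0.22 for serine and glycine, methionine, and lysine and aspartate biosynthesis.

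**Figure D1:**
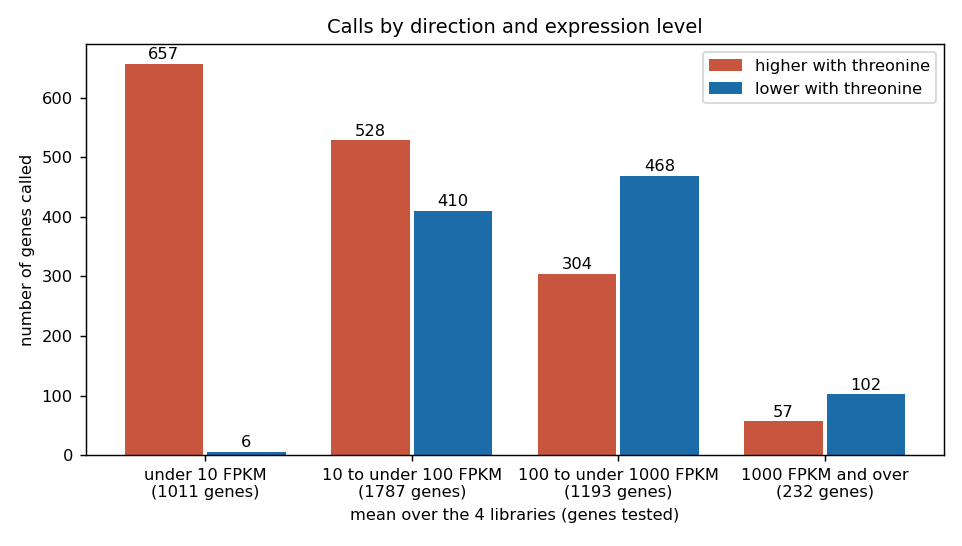
Number of genes called higher (red bars) and lower (blue bars) with threonine, by mean FPKM over the 4 libraries; limma on log2(FPKM + 1), adjusted p under 0.05. Below 10 FPKM 657 genes were called higher and 6 lower, and from 100 FPKM upwards more genes were called lower than higher.

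Of the 14 gene lists, 10 differed from all other genes (camera, adjusted p under 0.05), 9 of them with a negative median and 1, acid resistance, with a positive median. With an estimated correlation, which has only the 2 residual degrees of freedom of the design, 0 of the 10 held. All 10 passed fry, which asks whether the genes of a list differ between the groups and not whether they differ from other genes, and with 60.0% of all genes called 11 of the 14 lists passed it. All other genes include 1011 under 10 FPKM with a median of 1.39, whereas these 10 lists hold 0 such genes. The lists were therefore also set against 10000 random lists matched on mean expression, a comparison added after seeing the data that describes these libraries. Of the 9 negative lists, 6 lay under the 2.5th percentile of the random lists. The exceptions were serine and glycine biosynthesis at percentile 10.7, lysine and aspartate family biosynthesis at 15.3 and methionine biosynthesis and uptake at 40.3. Acid resistance lay above all 10000 random lists. Of the 4 lists that did not pass camera, flagella and chemotaxis lay at percentile 0.02, against a random median of 1.01, while glycine uptake and threonine export lay at 11.4, serine deamination and uptake at 74.7 and threonine degradation at 77.4. Over the lists, 139 of 187 genes were called among all genes tested, and 147 were called when adjusted over the list alone. The sign of each of these 10 medians held under every alternative run.

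Threonine biosynthesis had a median difference of -2.41, or -2.70 relative to all genes (camera adjusted p 0.00463). The gene thrA (b0002) read 1749 ± 14.6 FPKM (SD, n = 2) with glycine and 244.0 ± 15 FPKM with threonine, a difference of -2.84 (SE 0.0867, limma adjusted p 0.00303). The adjacent thrB (b0003) went from 1185 ± 2.89 to 333.4 ± 21.2 FPKM and thrC (b0004) from 1031 ± 3.92 to 258.9 ± 3.35 FPKM, differences of -1.83 and -1.99 (limma adjusted p 0.00357 and 0.00307). The leader gene thrL (b0001), of 66 bases, was listed at 11560 FPKM in glycine 1 and at 0 in the other 3 libraries. It was not called (limma adjusted p 0.322), and 1 library decides its value. As the lowest member, thrL also lowers the list median. That median was -1.99 with genes of at least 300 bases only, and -1.91 without glycine replicate 1.

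Threonine degradation had a median difference of 0.93, or 0.64 relative to all genes (camera adjusted p 0.0669). Random lists matched on expression had a median of 0.73, and the list lay at their percentile 77.4. Here 6 of 10 genes were called, all higher with threonine, and fry gave an adjusted p of 0.00406. The list median moved most under quantile normalization, to 0.15, and was 0.39 after background subtraction. The largest difference was in tdcA (b3118), which read 0.961 ± 0.00128 FPKM with glycine, or 6 fragments in each library, and 21.6 ± 1.51 FPKM with threonine, or 149 and 166 fragments (difference 3.53, SE 0.0888, limma adjusted p 0.00272). The gene tdcB (b3117) was called as well, at 0.299 and 0.748 FPKM with glycine and 10.1 and 6.48 FPKM with threonine. Its threonine values lie close to the median of genes that were near silence with glycine, 9.50 and 6.59 FPKM in the same libraries. The called tdcE, tdcF and tdcG read 13.0 and 9.26, 11.8 and 8.02, and 15.8 and 10.5 FPKM in those libraries. A raised background could therefore contribute to the calls of these genes and of tdcB. The remaining called gene, kbl (b3617), lay well above that background, at 67.9 ± 1.83 FPKM with glycine and 101.6 ± 16 FPKM with threonine (difference 0.57, limma adjusted p 0.0423). The threonine dehydrogenase gene tdh (b3616) did not differ by more than the spread between replicates (difference -0.06, limma adjusted p 0.588).

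Glycine cleavage had a median difference of -2.28, or -2.56 relative to all genes (camera adjusted p 0.00433). All 3 genes were called lower with threonine. The gene gcvT (b2905) read 2694 ± 26.8 FPKM with glycine and 538.3 ± 49.1 FPKM with threonine (difference -2.32, SE 0.102, limma adjusted p 0.00325). Values of gcvH (b2904) were 2093 ± 119 and 431.6 ± 21.7 FPKM, and those of gcvP (b2903) were 651.5 ± 3.69 and 171.5 ± 6.77 FPKM, with differences of -2.28 and -1.92.

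Serine and glycine biosynthesis had a median difference of -0.75, or -1.03 relative to all genes (camera adjusted p 0.00642), and all 4 genes were called lower with threonine. The gene serA (b2913) read 2922 ± 2.91 FPKM with glycine and 1673 ± 42.6 FPKM with threonine (difference -0.81, limma adjusted p 0.00655). The differences were -1.06 for serB (b4388), -0.69 for serC (b0907) and -0.47 for glyA (b2551). The glyA values were 2316 ± 27.8 and 1680 ± 110.0 FPKM (limma adjusted p 0.023), and the call was lost under quantile normalization (adjusted p 0.0749, over its alternatives 0.00384 to 0.0749, difference -0.28).

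Serine deamination and uptake did not differ as a list (median 0.15, camera adjusted p 0.928). Its members went both ways, and the median was -0.14 relative to all genes and changed sign to -0.065 after background subtraction. The serine transporter gene sdaC (b2796) read 73.3 ± 3.08 FPKM with glycine and 52.3 ± 2.91 FPKM with threonine (difference -0.48, limma adjusted p 0.0221), and sstT (b3089) read 218.7 ± 6.56 and 349.0 ± 21.7 FPKM (difference 0.67, limma adjusted p 0.0116). The deaminase gene sdaA (b1814) read 45.1 ± 1.52 and 56.2 ± 3.24 FPKM. It was not called (difference 0.31, limma adjusted p 0.0535), but was called under 6 of the alternatives, among them quantile normalization (adjusted p 0.0423, over all its alternatives 0.0349 to 0.146). The gene sdaB (b2797) read 28.1 ± 3.89 and 27.6 ± 2.04 FPKM and did not differ (limma adjusted p 0.919).

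Glycine uptake and threonine export did not differ as a list either (median -0.46, or -0.74 relative to all genes, camera adjusted p 0.414). The median was -0.24 without threonine replicate 2 and -0.65 without threonine replicate 1, so its size depends on single libraries. It also depends on the processing, at -0.68 with quantile normalization and -0.89 after background subtraction. The glycine transporter gene cycA (b4208) read 158.9 ± 7.03 FPKM with glycine and 99.7 ± 3.16 FPKM with threonine (difference -0.67, limma adjusted p 0.0104). The exporter gene rhtB (b3824) was higher with threonine, at 45.5 ± 0.0433 and 104.3 ± 11.3 FPKM (difference 1.18, limma adjusted p 0.0068). The neighbouring rhtC (b3823) was lower, at 49.3 ± 4.98 and 28.1 ± 6.52 FPKM (difference -0.80, limma adjusted p 0.0433), and was not called without a filter (adjusted p 0.0626) or with a pseudocount of 0.1 (0.051), over a range from 0.0193 to 0.0626. The gene rhtA (b0813) read 14.9 ± 2.77 and 12.6 ± 4.65 FPKM and was not called (difference -0.25, limma adjusted p 0.52). The difference of rhtA was larger with quantile normalization (-0.82, adjusted p 0.061) and after background subtraction (-1.03, 0.0938), still without a call.

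**Figure D2:**
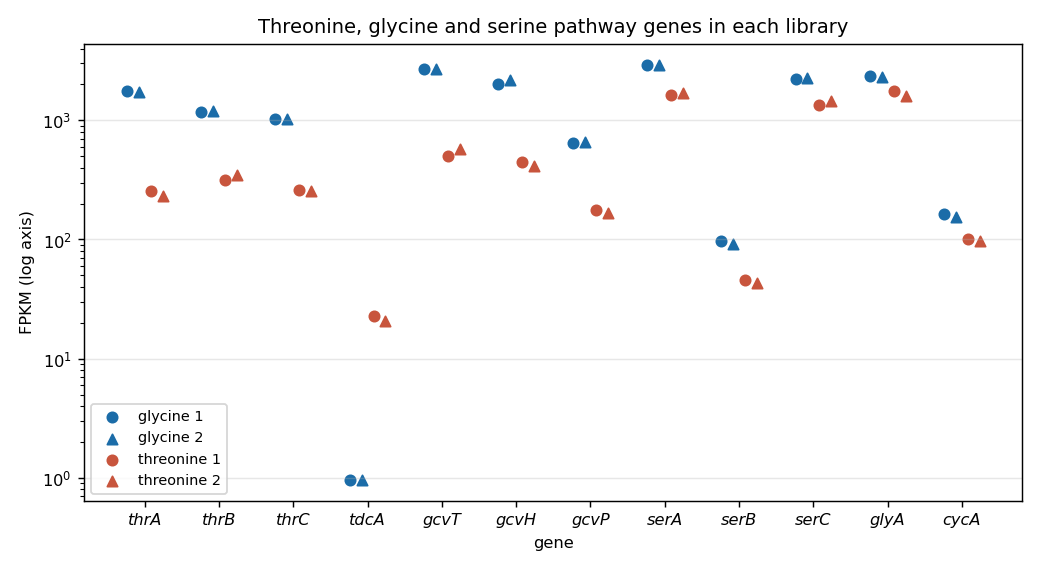
FPKM (log axis) of 12 genes of threonine, glycine and serine metabolism in each library; blue symbols are the glycine libraries and red symbols the threonine libraries, with a circle for replicate 1 and a triangle for replicate 2. Both threonine libraries lie below both glycine libraries in 11 of the genes and above them in tdcA.

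Purine biosynthesis had a median difference of -1.43, or -1.72 relative to all genes (camera adjusted p 2.86e-07), and 14 of 15 genes were called lower with threonine. The largest difference was in purM (b2499), which read 656.5 ± 4.55 FPKM with glycine and 106.3 ± 22.4 FPKM with threonine (difference -2.63, SE 0.18, limma adjusted p 0.00491). Ribosomal proteins had a median difference of -0.80, or -1.08 relative to all genes (camera adjusted p 4.73e-15), with 47 of 54 genes called lower and 0 called higher. The largest difference among them was in rpmA (b3185), with 8883 ± 132 and 2208 ± 178 FPKM (difference -2.01, limma adjusted p 0.00359), in a gene of 258 bases with a short effective length.

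Branched-chain amino acid biosynthesis had a median of -0.61, or -0.89 relative to all genes (camera adjusted p 0.00433), with 10 genes called lower and 2 higher with threonine. Here ilvD (b3771) read 145.1 ± 2.53 and 53.6 ± 0.226 FPKM (difference -1.42, limma adjusted p 0.00386), while ilvN and ilvB were the genes called higher, with differences of 1.14 and 0.56. The list of Lrp-regulated uptake genes and glutamate synthase had a median of -0.61, or -0.89 relative to all genes (camera adjusted p 0.000526), with 9 genes called lower and 1, oppA, called higher. Its gene livJ (b3460) read 435.3 ± 2.70 and 105.2 ± 3.09 FPKM (difference -2.04, limma adjusted p 0.00307). Lysine and aspartate family biosynthesis had a median of -0.47, or -0.75 relative to all genes (camera adjusted p 0.00642), with 5 of 8 genes called, all lower. Its gene lysA (b2838) read 68.1 ± 8.04 and 32.2 ± 0.684 FPKM. Methionine biosynthesis and uptake had a median of -0.25, or -0.53 relative to all genes (camera adjusted p 0.00642), with 6 genes called lower and 2 higher. Its gene metB (b3939) read 157.4 ± 0.848 and 72.2 ± 5.51 FPKM, and the list no longer passed under quantile normalization (adjusted p 0.107, over its alternatives 0.00262 to 0.177).

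Acid resistance had a median difference of 1.64, or 1.35 relative to all genes (camera adjusted p 0.000341), and all 10 genes were called higher with threonine. The regulator gene gadE (b3512) read 145.8 ± 3.02 FPKM with glycine and 887.6 ± 14.5 FPKM with threonine (difference 2.60, SE 0.0745, limma adjusted p 0.00303). The genes gadA and gadB are near-identical copies, and how fragments were divided between them is uncertain. Flagella and chemotaxis had a median of 0.40, or 0.12 relative to all genes (camera adjusted p 0.537), but lower than 9998 of 10000 random lists of the same expression. That sign reversed under quantile normalization, to -0.67, and after background subtraction, to -1.04. Of its 30 genes, 18 had a mean under 10 FPKM. The median was 0.19 without threonine replicate 1. The called gene with the largest difference, tar (b1886), read 2.81 ± 0.223 and 9.87 ± 2.83 FPKM, near the threonine background, and was not called under quantile normalization (adjusted p 0.091, over its alternatives 0.0107 to 0.091).

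**Figure D3:**
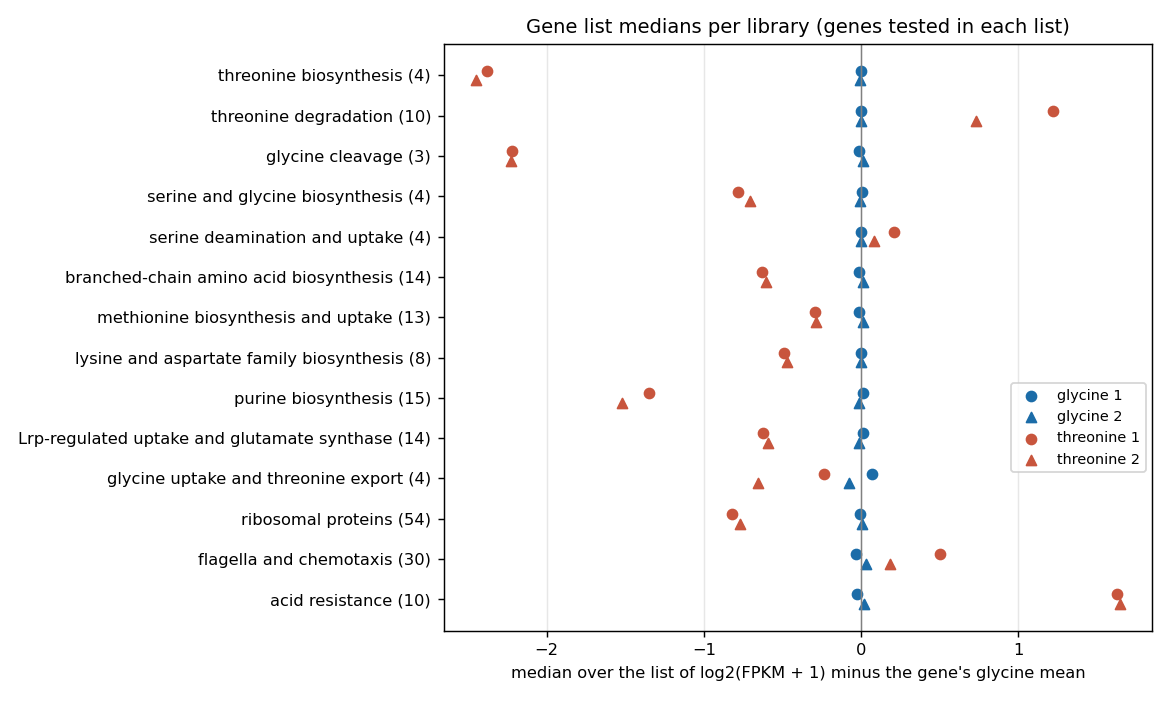
Median over each gene list of log2(FPKM + 1) minus the gene's mean in the glycine libraries, per library, with the number of genes tested beside each list; blue symbols are glycine and red symbols threonine, with a circle for replicate 1 and a triangle for replicate 2. Both threonine libraries lie near -2.4 for threonine biosynthesis, near -2.2 for glycine cleavage and above 1.6 for acid resistance; flagella and chemotaxis change sign under quantile normalization and background subtraction, and serine deamination and uptake under background subtraction.

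Among called genes with no overlap between groups, the largest positive differences were in yncL, zinT, ykgO, ykgM, nirB and dcuC. The zinc-binding protein gene zinT (b1973) read 17.0 ± 2.92 FPKM with glycine, or 72 and 56 fragments, and 15310 ± 666 FPKM with threonine (difference 9.74, SE 0.151, limma adjusted p 0.00184). The gene ykgM (b0296), which encodes an alternative ribosomal protein, read 14.5 ± 3.39 and 3937 ± 458 FPKM (difference 8.0, limma adjusted p 0.00293). With 264 bases it is little longer than a fragment, so its FPKM rests on a short effective length. The nitrite reductase gene nirB (b3365) read 4.31 ± 0.237 FPKM with glycine, or 83 and 90 fragments, and 913.4 ± 96.8 FPKM with threonine (difference 7.43, SE 0.116, limma adjusted p 0.00184). The transporter gene dcuC (b0621) read 2.03 ± 0.211 and 276.7 ± 47.6 FPKM (difference 6.51, limma adjusted p 0.00272). The other two are shorter than a fragment. The gene yncL (b4598), of 96 bases, was listed at 0 in both glycine libraries and at 1015 and 1068 FPKM with threonine, and ykgO (b4506), of 141 bases, at 0 and at 405.2 and 391.2 FPKM.

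The largest negative differences were in ilvX, ecnA, yjjY, yhjR, rzoR and plaP. Only plaP (b2014), which encodes a putrescine importer, is longer than a fragment among these 6 genes. It read 645.4 ± 0.709 FPKM with glycine and 58.3 ± 0.904 FPKM with threonine (difference -3.45, SE 0.0726, limma adjusted p 0.00222). The gene ilvX (b4669), of 51 bases, was listed at 37190 and 26780 FPKM with glycine and at 0 in both threonine libraries. The genes ecnA (b4410), yjjY (b4402) and yhjR (b3535), of 126, 141 and 189 bases, were listed at 0 in both threonine libraries and at 150 and 322.2, 37.6 and 50.8, and 15.5 and 45.7 FPKM with glycine. The gene rzoR (b4528), of 186 bases, read 4.01 and 24.9 FPKM with glycine and under 0.01 FPKM with threonine, and its call was lost with a pseudocount of 5 (adjusted p 0.0834), without a filter (0.0704) and after background subtraction (0.0729), over a range from 0.0191 to 0.0834. No fold change is given for these short genes.

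**Figure D4:**
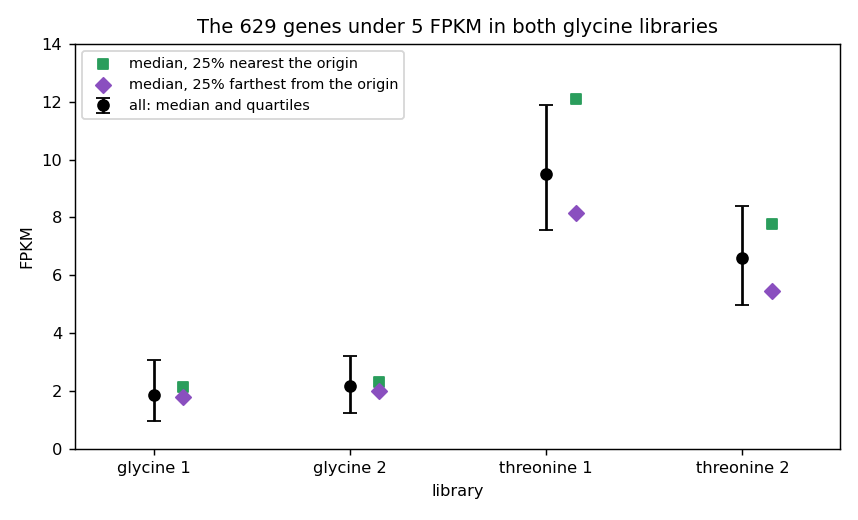
FPKM of the 629 protein-coding genes of at least 500 bases that read under 5 FPKM in both glycine libraries; black points and bars are the median and quartiles in each library, and green squares and purple diamonds are the medians of the 25% of these genes nearest to and the 25% farthest from the replication origin in gene order. The medians were 1.87 and 2.18 FPKM with glycine and 9.50 and 6.59 FPKM with threonine.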

Values the study reported

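The study predicted gene usage under 4 nutrient supplementations, among them glycine and threonine, and compared the predictions with sequencing data. It reported prediction accuracies between 56 and 100%. A gene counted as predicted to change when its simulated expression moved by more than a factor of 16, and the measured change had to pass a false discovery rate of 0.05 in the same direction.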

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

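The total number of calls stayed within 1.5 times its value under every alternative, between 1924 with quantile normalization and 2763 with a variance trend. The number higher with threonine fell from 1546 to 948 with a filter at 10 FPKM (1074 lower), to 895 with quantile normalization (1029 lower) and to 799 after background subtraction (1184 lower), an alternative chosen after seeing the data. The filter leaves out genes under 10 FPKM, where 657 of 663 calls were higher, and subtraction lowers the values of genes near silence most in the threonine libraries. Of the calls higher with threonine, 889, 845 and 799 genes were shared with the calls made without these changes. The number of genes at least 2-fold apart with no overlap fell from 1468 to 855 with a pseudocount of 5, 770 with the filter at 10 FPKM and 822 with quantile normalization. It ranged from 1407 to 1596 across the 4 fits that each left out 1 library.

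The libraries share replicate numbers, and nothing in the labels says that a number marks a shared culture or day. The deviations of same-numbered libraries correlated at -0.141 over genes. With the replicate block, 1949 genes were called, 1224 higher and 725 lower. Crossing the replicate block gave 2081 calls, 1309 higher and 772 lower. Under the block, threonine degradation passed (adjusted p 0.0455, over its alternatives 0.00406 to 0.255), with the median at 0.93. Among the named genes, glyA, sdaC and rzoR were not called under the block (adjusted p 0.0586, 0.052 and 0.0584; over their alternatives 0.00384 to 0.0749, 0.0101 to 0.052 and 0.0191 to 0.0834).

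With an estimated correlation none of the 10 lists passed, at adjusted p from 0.159 to 0.238. These medians do not change with the test: -2.41 for threonine biosynthesis, -2.28 for glycine cleavage, -0.75 for serine and glycine biosynthesis, -0.61 for branched-chain biosynthesis, -0.25 for methionine, -0.47 for lysine and aspartate, -1.43 for purines, -0.61 for the Lrp list, -0.80 for ribosomal proteins and 1.64 for acid resistance. Fry moved threonine degradation past the threshold at its median of 0.93. Methionine biosynthesis also lost significance with the filter at 10 FPKM (median -0.25, adjusted p 0.0521), quantile normalization (-0.19, 0.107) and background subtraction (-0.31, 0.0709), over a range from 0.00262 to 0.177. Lysine and aspartate biosynthesis lost it after background subtraction (-0.49, 0.0507; range 0.00186 to 0.177). The cause was not tested.

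Some medians changed sign. Serine deamination and uptake went to -0.065 after background subtraction, and the cause was not tested. Flagella and chemotaxis went to -0.67 with quantile normalization (adjusted p 0.0193) and to -1.04 after background subtraction (0.0991), over a range from 0.0193 to 0.892. Of its 30 genes, 18 had a mean under 10 FPKM, where the threonine background is a large part of the value, and the cause was not tested further. Across the fits that left out 1 library, the medians ranged from -2.45 to -1.91 for threonine biosynthesis, 0.73 to 1.22 for threonine degradation, -0.79 to -0.71 for serine and glycine biosynthesis, -0.29 to -0.25 for methionine, -0.49 to -0.46 for lysine and aspartate, -1.52 to -1.35 for purines, -0.65 to -0.24 for glycine uptake and threonine export, and 0.19 to 0.50 for flagella. The value of serine deamination and uptake was 0.08 without threonine replicate 1 and 0.21 without threonine replicate 2.

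Among single genes, sdaB reversed without glycine replicate 2 (0.119) and without threonine replicate 2 (0.055), within a range from -0.155 to 0.119 over the fits that left out 1 library, and rhtA without threonine replicate 2 (0.101; -0.609 to 0.101 over those fits). Both were not called. For rhtA, quantile normalization and background subtraction made the negative difference larger, at -0.819 and -1.03. Among the named genes, 10 further changes were to a lost call and 6 to a gained one, and 342 tested values kept their direction and side of the threshold. With glycine a gene of 1000 bases at 1 FPKM rests on under 10 fragments, which limits what can be said of genes near silence there.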

Other observations

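The tests on genes near silence, on the strain and on short genes were chosen after the values were seen, and the comparisons with matched random lists after the list medians or the calls were seen. The added gene lists were written before the values of their genes were seen, on patterns found in the same data.

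Genes near silence read higher with threonine. The 629 protein-coding genes of at least 500 bases under 5 FPKM in both glycine libraries had medians of 9.50 and 6.59 FPKM with threonine, and in 95.5% of them both threonine libraries lay above both glycine libraries. These genes were picked for low glycine values, but the 5th percentile of all such protein-coding genes moved alike, from 0.968 and 1.23 FPKM to 7.45 and 4.92 FPKM. Fewer fragments cannot account for it, since the smallest threonine total was 1.07 times the largest glycine total. One scaling factor per library cannot either, since it would shift all levels the same way, and genes of 1000 FPKM and over had a median difference of -0.254 while the genes near silence had one of 1.58. Genomic DNA carried into the threonine libraries is a candidate explanation. DNA of growing cells is more abundant near the replication origin, and the values fell with distance from the origin in gene order at a Spearman correlation across genes of -0.44 in threonine 1 and -0.354 in threonine 2, against -0.07 and -0.10 with glycine. The 25% of genes nearest the origin read 1.48 and 1.42 times the farthest 25% with threonine, against 1.19 and 1.15 times with glycine. Selection kept the glycine values of these genes under 5 FPKM, and they rest on fewer fragments than the threonine values. Either can weaken a gradient with glycine, so the contrast between the groups is not like with like. The ratio of upper to lower quartile was 1.58 and 1.69 with threonine and 3.16 and 2.60 with glycine. Any offset added to all values lowers this ratio, so it cannot show how even the added signal was between genes. Low-level transcription that follows gene dosage would give such a gradient too and was not separated from DNA. A constant background at the 5th percentile would make up 2.46% and 1.63% of the summed gene signal with threonine, against 0.327% and 0.415% with glycine. It bears on calls at low values, where 657 of 663 calls were higher with threonine, and much less on genes above 100 FPKM.

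Genes of anaerobic metabolism read higher with threonine, although the labels describe aerobic growth. The pattern was seen in nirB and dcuC, and 16 further genes were listed before their values were seen. Of these, 16 of 16 were called higher, with a median difference of 2.18 (camera adjusted p 1.78e-05). For example, adhE read 810.5 and 786.1 FPKM with glycine and 4203 and 4728 FPKM with threonine. A DNA background does not account for the list as a whole. After background subtraction the median was 2.23, over the 14 genes that still had a mean of at least 1 FPKM. The genes hyaA and glpB fell below that mean, and nrdG was no longer called (limma adjusted p 0.138). The genes hyaB and glpA stayed called, but read 11.5 and 9.29, and 11.8 and 9.69 FPKM with threonine. The upper quartiles of genes near silence were 11.9 and 8.38 FPKM in the same libraries. The 5th percentile that was subtracted lies below the medians of those genes. For all of these anaerobic genes a background remains open. A single aberrant library does not account for the pattern either, since the lower threonine median lay 2.33 above the higher glycine median. General stress or a later growth stage remains open. The RpoS list rose by less than the anaerobic list, with a median of 0.37, and 7 of 13 genes were called higher and 1 lower. Fry gave an adjusted p of 0.00197 and camera one of 0.118, and the list lay at the 98.0th percentile of random lists matched on expression. Less oxygen in the threonine cultures may underlie the pattern. It also calls for lower expression of aerobic respiration and citrate cycle genes, and that list had a median of -0.623 (camera adjusted p 2.14e-05), with 10 of 15 genes called lower and 0 higher. Against random lists matched on expression it lay at the 3.98th percentile, and with length matched too at the 1.88th. The fall was uneven along 1 operon, from -2.30 in sdhC to -1.66 in sdhD, -0.83 in sdhA and 0.05 in sdhB. Culture density at harvest, which could itself lower oxygen, and an effect of threonine on these genes remain open. The replicates do not show whether the cultures of a group were handled together.

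Zinc uptake genes read higher with threonine. The genes zinT and ykgM were among the largest differences, and znuA, chosen after its values were seen, read 186.7 and 194.5 FPKM with glycine and 4811 and 4982 FPKM with threonine. The genes znuB and znuC, not seen beforehand, were called higher, with differences of 1.21 and 2.30. Less zinc in the threonine cultures could explain this, but it would also lower zinc export genes, and these had a median difference of 0.55, with 0.00 in zntA and 1.10 in zitB. After background subtraction the median was 0.21, with -0.61 in zntA (limma adjusted p 0.0102) and 1.04 in zitB. The export genes then went opposite ways, so the zinc explanation remains open, as does a difference in trace metals between batches of medium, which was not tested.

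The ammonium transporter gene amtB, chosen after its values were seen, read 124.7 and 127.9 FPKM with glycine and 19.9 and 16.9 FPKM with threonine (difference -2.72, limma adjusted p 0.00307). A candidate explanation is nitrogen scarcity in the glycine cultures. The list of 14 other nitrogen scarcity genes had a median of -0.401 (camera adjusted p 0.00661, fry adjusted p 0.00103), with 7 genes called lower and 1, glnH, higher with threonine, and a median of -0.67 after background subtraction. Random lists matched on expression had a median of -0.04 but spread from -1.11 to 0.89, and the list lay at their 11.9th percentile. It lay at the 8.74th with length matched too, and at the 5.38th after background subtraction. The explanation therefore remains open, since random lists of this size reached as low.

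Ribosomal protein genes read lower with threonine. Dilution by DNA would lower all transcripts of a level alike, but the list median minus that of random lists matched on expression was -0.913, and 0 of 10000 random lists were as low. A length bias between the libraries is also argued against, since with length matched too it was -0.846 and again 0 of 10000 lists were as low. A slower growth rate with threonine was not tested.

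The arabinose and rhamnose genes deleted in BW25113 had values in all libraries. If the sequenced strain lacked them, they should read near 0 even where silent genes carry a background. With threonine their medians were 12.6 and 10 FPKM, against 9.50 and 6.59 FPKM for genes near silence, and with glycine 2.66 and 3.77 FPKM against 1.87 and 2.18 FPKM. The values go against a strain with these deletions and leave MG1655 open. Fragments from another library or strain were not tested for.

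Short genes swung between near 0 and high values within a group. Of 251 genes under 250 bases, 18.3% read under 0.01 FPKM in one replicate and at least 10 FPKM in the other, against 0.0766% of 3915 longer genes. This is consistent with an effective length near 0 for genes shorter than a fragment. A value near 0 in one group only, with at least 10 FPKM in the other, occurred in 11 of the short genes and 0 of the longer ones, and ilvX, ecnA and yncL are among the short ones.

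Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many calls as the 2532 reported. With 2 libraries per group the share of splits cannot fall below 33.3%, so this count cannot exclude chance, and it says nothing on differences between the cultures other than the supplement. The other splits mixed the supplements within each group, which widened the spread there and held their calls down.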
